A study of Mus musculus with 8 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

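Genomic DNA from the tail of 4 C57BL/6J/Nrs mice of 1 family was compared with DNA of 1 reference male mouse by array comparative genomic hybridization, in which test DNA and reference DNA carry different dyes and compete for the same probes. The family held the sire (20mGyTM), the dam (20mGyTF) and the progeny 20mGyT1 and 20mGyT2, called T1 and T2 here. Each mouse was hybridized on 2 arrays with the dyes exchanged, so that 8 arrays were analysed: replicate 1 has the mouse in Cy3 and replicate 2 has it in Cy5. Both arrays of a mouse hold the same DNA. They are technical repeats, each group is 1 mouse, and no p-value between mice can be given.

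The deposited scanner output was made by the authors with Agilent Feature Extraction 10.7.1.1, which subtracts background, and per the file headers applied spatial detrending and linear dye normalization with no lowess term. The deposited values used were the processed signal intensity of each channel, the median spot and background intensity of each channel, and the log10 ratio of Cy5 over Cy3. The deposited flags mark outlier spots, saturated spots and spots well above background. The deposited series table holds log2 ratios. It was compared with the scanner values of the same arrays, and all 964482 of its rows on each array equalled the log2 ratio of the reference over the family mouse within 0.001. The table was not centred, with medians from -0.0083 to 0.0115, and its direction is opposite to the direction used here. It leaves out 1889 of the 966371 non-control spots. Per the file headers probe positions refer to the mouse build mm9, and all coordinates here are in that build. The reference annotation used here belongs to a later build. Coordinates were not converted and probe sequences were not used here, so regions are given by position without gene names, and the 9 gene lists fixed beforehand were not run.

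For each array the log2 ratio of the mouse's processed signal over the reference's processed signal was computed, control spots and spots with an outlier flag were removed, spots of the same probe were averaged, and the median of the autosomal probes was set to 0. A positive value means more DNA in the mouse than in the reference. There were 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes, 23 Y probes and 36 probes on unplaced pieces. A probe was called positive at the thresholds of the study's methods: both arrays over 0.8 in size, or the probe and a neighbouring autosomal probe all over 0.5 on both arrays. The same sign on both arrays was also asked for. Runs of positive probes of the same sign with at most 1 other probe between them made regions, which are Type L with 2 or more positive probes and Type S with 1. A probe was offspring-only when it was positive in T1 or T2 and not positive with the same sign in the sire or the dam. Mice were also compared without the reference, by applying the same rule to the difference of their log2 ratios within each dye orientation, for all 6 pairs.

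Beside the calls, probes over 0.8 on both arrays with opposite signs were counted, which a copy number difference cannot give. A difference between the dyes at a probe gives such opposite signs. Their number therefore does not estimate how many same-sign calls are false. For offspring-only probes the background was the number of probes positive in a parent and in no other mouse. The overlap between offspring and parents was set beside that of independent lists and beside 20 sets of simulated arrays, in which 50% of the noise variance came from the shared reference. Array noise was the SD of differences between neighbouring autosomal probes divided by the square root of 2. Detection was tested on simulated data by planting 200 segments of known size in arrays with permuted probe values. The number of arrays limits the precision of every value.

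The rule for named regions was fixed before the data were examined: for each mouse the 10 Type L regions with the most positive probes, every offspring-only Type L region up to 10, the 5 offspring-only single probes with the largest mean in each offspring, and the 5 regions with the most probes for dam against sire. Where the dimmer channel was not well above background on either array, the difference is given as at least a fold: the brighter channel against the higher of the dim signal and the lowest signal among probes well above background, per array. Alternatives were stricter (1 and 0.7) and looser (0.6 and 0.4) thresholds, the single-probe rule alone, sizes without sign, normexp background correction with limma 3.58.1 in R 4.3.3 (offset 50), the deposited log2 table, no centring, probes well above background on all 8 arrays, outlier spots kept, subtraction of a running median over 500 probes, regions without gaps, other definitions of absence in the parents, and each array left out. Normexp was run on median spot signals, because mean spot signals were not used here.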

Results

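The first array screening of the 20mGyT family measured DNA copy number along the 19 autosomes in a sire, a dam and their progeny T1 and T2, each against the same reference male. The study asked whether exposure of sires to 20 mGy of gamma-rays per day for 400 days leaves copy number changes in their progeny. The labels disagree on this family: the series title speaks of exposed males, while its design line calls the sire not irradiated. In the paper the offspring whose names begin with 20mGy, as the names of this family do, are listed as irradiated. This family itself is not among the mice listed there, and the family has no control beside it here. No value here is therefore read as an effect of radiation. Each of the 8 arrays held 966371 non-control spots, of which 115 to 333 carried an outlier flag and 0 were saturated. On the arrays 97.7% to 99.8% of autosomal probes were well above background in the mouse's channel.

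The sex-linked probes checked the labels and the response of the array. In the log2 ratios, in which positive means more DNA in the mouse (the deposited log2 table runs the opposite way), the X probes of the dam had a median of 0.83 ± 0.12 (SD of 2 arrays), and those of T2 had a median of 0.84 ± 0.06. The sire and T1 lay at -0.03 and -0.02. The Y probes lay at -1.41 ± 0.25 in the dam and -1.22 in T2, and at 0.01 in the sire and 0.03 in T1. Among Y probes well above background on all 8 arrays the dam and T2 lay at -0.98 and -0.86. That filter keeps only Y probes with signal in both females, so values nearer to 0 follow from it. The sire and dam matched their labels, T1 had the values of a male and T2 those of a female. The mean X value of the dam and T2, 0.84, was the response of the array to a true doubling, a 1.78-fold difference in signal. It was lower with normexp background correction, at 0.52 in the dam and 0.48 in T2.

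**Figure D1:**
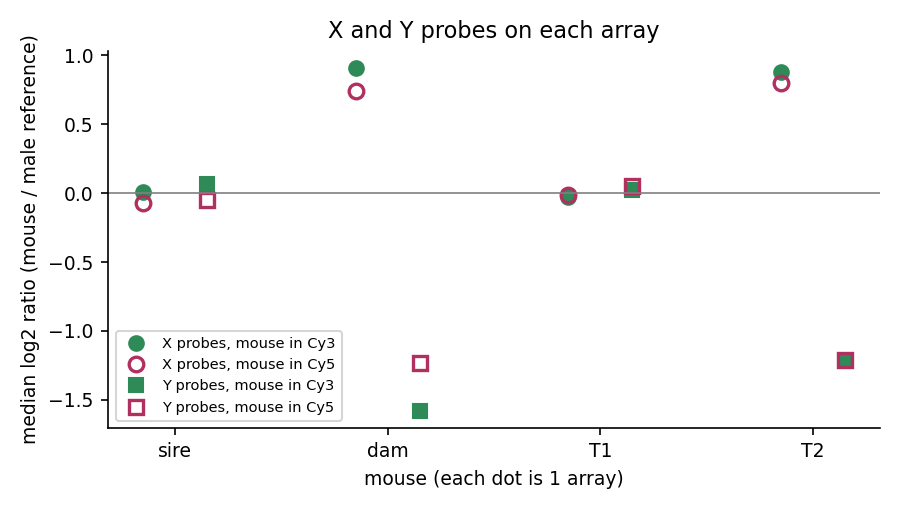
Median log2 ratio (mouse over male reference) of the 68 X probes (circles) and the 23 Y probes (squares) on each of the 8 arrays, filled with the mouse in Cy3 and open with the mouse in Cy5. The dam and T2 lie at 0.74 to 0.91 on X and below -1.2 on Y, while the sire and T1 lie within 0.07 of 0.

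Noise differed little between arrays. Its SD was 0.25 to 0.29 on 7 arrays and 0.32 on the T2 array with the mouse in Cy5. Across probes, which are not independent replicates, the 2 arrays of a mouse correlated negatively once both were turned to mouse over reference, with r from -0.30 to -0.26. The difference between the dye orientations at a probe correlated between mice, with r from 0.51 to 0.57, and 468 to 951 probes per mouse passed 0.8 on both arrays with opposite signs.

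The sire had 232 positive probes against the reference (146 gains and 86 losses), the dam 177 (50 gains and 127 losses), T1 137 (63 gains and 74 losses) and T2 302 (188 gains and 114 losses). In every mouse fewer probes agreed in sign than disagreed. By the single-probe rule alone 198, 168, 130 and 264 probes agreed in the sire, dam, T1 and T2. A difference between the dyes at a probe gives opposite signs, so the disagreeing probes do not tell how many calls are false. Most positive probes stood alone: there were 155 Type S probes in the sire, 165 in the dam, 130 in T1 and 227 in T2. These counts depended on dim probes. A filter for probes well above background on all 8 arrays kept 922699 probes, beside 950622 autosomal probes on the array. Among them 75 positive autosomal probes were left in the sire, 74 in the dam, 35 in T1 and 162 in T2. The filter can also remove a true loss, where it takes the mouse's own signal down to background. With normexp correction there were 57 in the sire (56 of them gains), 58 in the dam (57 of them losses), 3 in T1 and 121 in T2. Normexp also lowered the X probes to 0.52 in the dam and 0.48 in T2, while the thresholds stayed the same. Calls can therefore be lost with it by construction, and their loss does not show that they were false. Thresholds on 1 array alone called 7769 to 24794 probes per mouse.

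**Figure D2:**
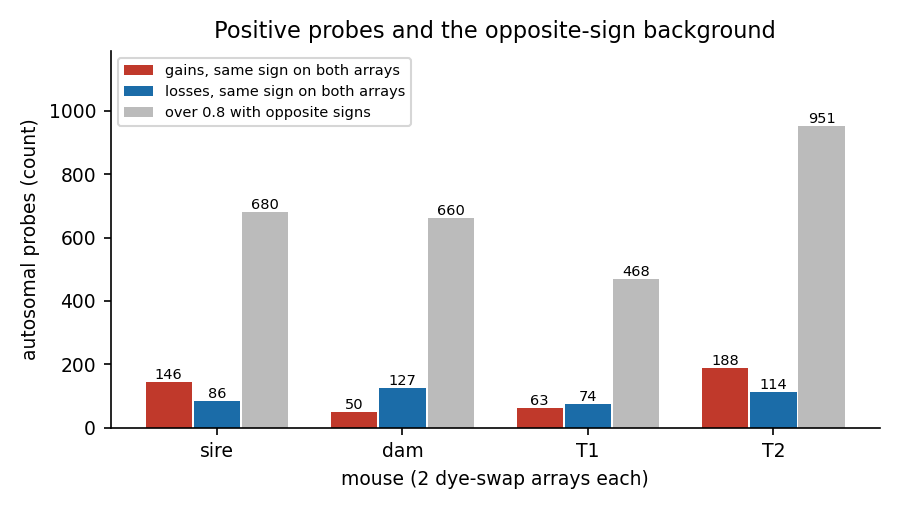
Number of autosomal probes per mouse called a gain (red) or a loss (blue) with the same sign on both dye-swap arrays, beside the number over 0.8 in size with opposite signs (grey). The grey bars, from 468 in T1 to 951 in T2, exceed the red and blue bars in each mouse, but do not estimate the number of false calls.

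The largest change was a gain on chromosome 4 from 101110482 to 101270535, a segment of 160.1 kb with 74 probes. In the sire it measured 0.91 ± 0.02 (SD of 2 arrays), a 1.88-fold signal, and in T2 it measured 0.90 ± 0.01. The dam lay at 0.00 and T1 at 0.01. The 50 probes on either side of the segment had means between -0.04 and 0.02 in the 4 mice. No other window of 74 autosomal probes had a higher mean in the sire or in T2. In the sire 68 of the 74 probes were positive, in 2 runs of 37 probes (101110482 to 101199254) and 31 probes (101205199 to 101270535). In T2 64 were positive, in 3 runs.

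**Figure D3:**
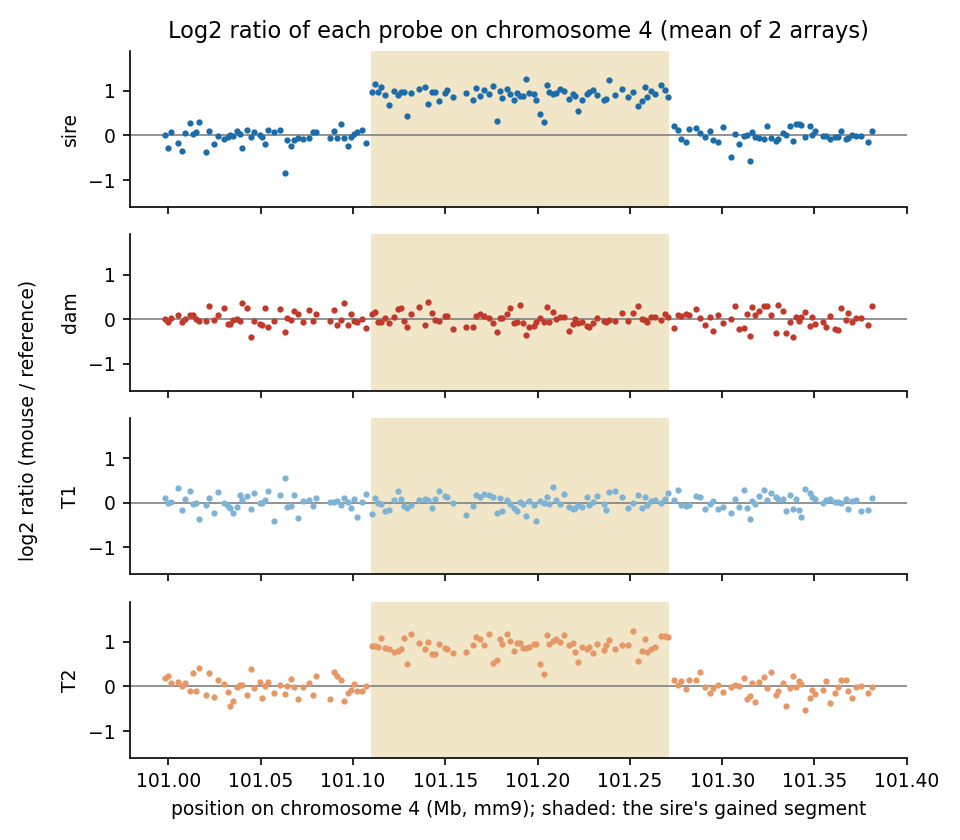
Log2 ratio (mouse over reference, mean of 2 arrays) of each probe along chromosome 4 in the 4 mice, with position in Mb (mm9) on the horizontal axis and the sire's gained segment shaded. Inside the segment the sire and T2 have means of 0.91 and 0.90, and the dam and T1 have means of 0.00 and 0.01.

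The sire had 3 further Type L regions. On chromosome 2, from 70079530 to 70085630, all 4 probes were well above background in the sire's channel on both arrays, and none was in the reference's channel. The signal of the sire was at least 3.13-fold higher. With normexp correction the region measured 0.385. The log2 ratio without it, 2.69, was taken against a reference not above background and is not a size. Of the 8 spots of these probes on 2 arrays, 2 were well above background in the dam, 2 in T1 and 0 in T2. On chromosome 15, from 8346806 to 8351130, 3 probes measured -0.70 ± 0.09 in the sire, and the other mice were as low, at -0.68, -0.68 and -0.62. On chromosome 14, from 54122647 to 54123960, 2 probes measured -0.70 ± 0.04 in the sire and -0.88, -0.56 and -1.27 in the dam, T1 and T2, and the sire's value was -0.225 with normexp.

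The dam had 5 Type L regions, all of them losses. On chromosome 3, from 25417435 to 25444229 (26.8 kb), 4 probes measured -1.40 ± 0.19 in the dam and -1.47 ± 0.22 in T2, against 0.10 in both the sire and T1. On chromosome 16, from 12473839 to 12476377, 2 probes measured -0.86 ± 0.20 in the dam, -0.87 in T2, 0.08 in the sire and 0.05 in T1. The other 3 regions held 2 probes each. They lay on chromosome 8 from 112251408 to 112253639 (-0.60 ± 0.11), on chromosome 6 from 125376216 to 125378961 (-0.59 ± 0.02) and on chromosome 7 from 47257189 to 47258337, where neither channel was well above background and no fold is given. With normexp the regions on chromosomes 8 and 6 measured -0.106 and -0.162.

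T1 had 3 Type L regions and T2 had 7. In T1 they were 2 losses on chromosome 15, from 8344898 to 8349356 (-0.75 ± 0.08) and from 8364201 to 8367454 (-0.67 ± 0.12), and a gain of 2 probes on chromosome 3 from 58166872 to 58168375 (0.56 ± 0.03). In T2 they were the 3 runs of the chromosome 4 segment, the loss on chromosome 3 shared with the dam, and 3 regions found in neither parent. Arrays with permuted probe order gave on average 1.3 Type L regions in the sire, 1.2 in the dam, 1.5 in T1 and 2.65 in T2. Single draws gave up to 2, 5, 4 and 6. The 5 regions of the dam were within these numbers, and the 5 of the sire were above them. Of the sire's 5, however, 2 were runs of the same chromosome 4 segment. At those on chromosomes 15 and 14 all 4 mice were low. The number of regions in T1, and of those in T2 found in neither parent, was within these numbers. This compares counts and does not show that a given region is chance. At the first chromosome 15 loss of T1 the sire, dam and T2 were also low, at -0.62, -0.63 and -0.63. The permuted values of the sire and T2 included those of the chromosome 4 segment.

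Sharing between parents and offspring was concentrated in 2 combinations. Of the 302 positive probes of T2, 69 were positive with the same sign in the sire and 50 in the dam. The sire's share was almost all gains, 68 probes, of which 63 fell in the chromosome 4 segment. The dam's share was 49 losses and 1 gain. T1 shared 4 of its 137 positive probes with the sire and 3 with the dam. Independent lists of these sizes would share 0.01 to 0.04 probes, and simulated arrays with a shared reference gave a mean of 23.0 to 24.2, with 5 to 42 in single draws. The simulation put more of the noise in the reference than these arrays showed, since mean log2 ratios of different mice correlated at only 0.14 to 0.24 across probes. The simulated lists were also shorter than the found ones, with means of 125.7 probes in T2, 80.5 in T1, 85.6 in the sire and 97.6 in the dam. As shares, T2 shared 22.8% of its probes with the sire and 16.6% with the dam, beside 7.2% to 25.6% and 7.2% to 29.2% in simulated draws, and T1 shared 2.9% and 2.2%, below every draw. With these limits the simulation decides neither for nor against chance in T2's overlap. A variant of the reference would show in all 4 mice, and 1 gain and 0 losses were called in all 4. In the chromosome 4 segment the dam and T1 lay at 0.00 and 0.01. At the 49 losses shared by the dam and T2 no probe was below -0.26 in the sire or T1. These values argue against the reference as the source of those 2 sets. Of the losses shared by the sire and T1, 2 lay on chromosome 15 between 8344898 and 8349356. There the sire, dam, T1 and T2 measured -0.62, -0.63, -0.75 and -0.63, which a variant of the reference would also give. For the remaining shared probes the reference could not be split, so part of that overlap may come from it.

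**Figure D4:**
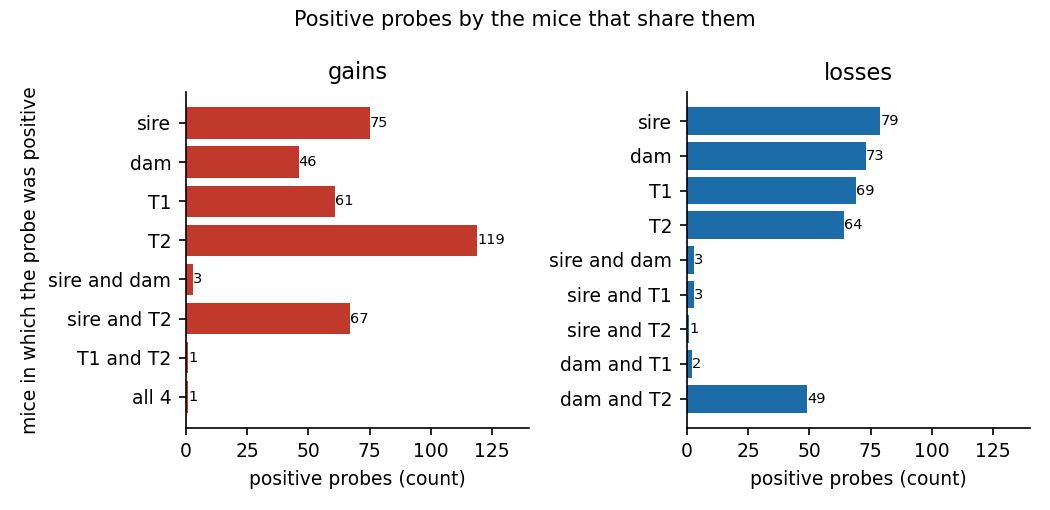
Number of positive probes by the combination of mice in which they were positive with the same sign, gains on the left and losses on the right. Apart from probes positive in a single mouse, the gains of the sire and T2 (67) and the losses of the dam and T2 (49) stand out, and each other combination holds 3 probes or fewer.

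The 49 losses of the dam and T2 lay on 15 chromosomes, and 45 of them were single probes away from each other. The other 4 made up the loss on chromosome 3. Their median was -1.42 in the dam and -1.39 in T2, and the lowest single values were -4.53 and -4.11, at a probe on chromosome 6 from 104241394 to 104241453. In the sire and T1 the medians were -0.02 and 0.04, and no probe of the set was below -0.26 in either mouse.

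**Figure D5:**
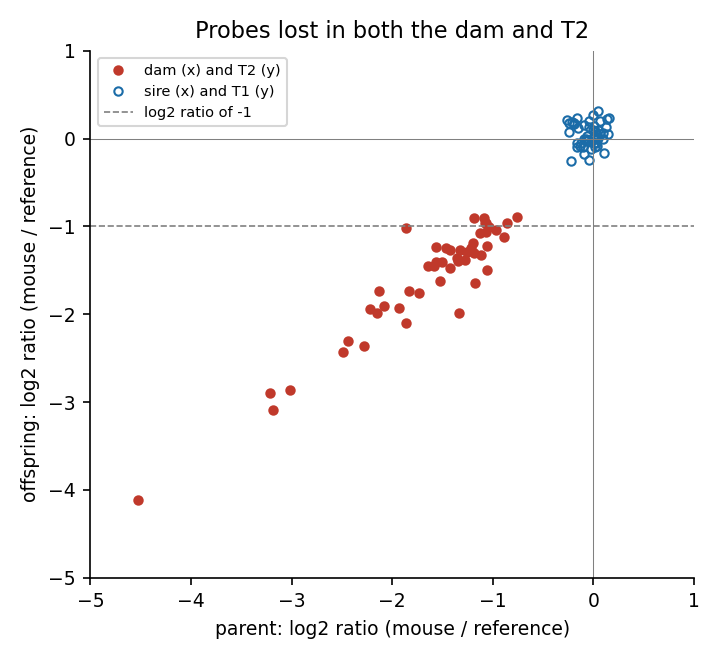
Mean log2 ratio (mouse over reference) of the 49 probes called a loss in both the dam and T2, parent on the horizontal and offspring on the vertical axis, with red points for the dam and T2, blue circles for the sire and T1, and a dashed line at -1. The red points run down to -4.53 and -4.11, and the blue circles lie between -0.26 and 0.31.

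The family analysis looked for changes of the offspring that neither parent had. T1 had 131 such probes (62 gains and 69 losses) and T2 had 184 (120 gains and 64 losses). As background, 154 probes were positive in the sire and in no other mouse, and 119 in the dam and in no other mouse, so that T1 lay between the parents and T2 above both. T2 also had the noisiest mean of 2 arrays, with an SD of 0.177 against 0.159 to 0.163 in the other mice. Its higher count is therefore not read as more changes. Simulated arrays with a shared reference gave 36 to 65 offspring-only probes in T1 and 80 to 120 in T2, but they held fewer positive probes than were found in every mouse, parents included, and more noise from the reference, which lowers such counts. They therefore do not show an excess particular to the offspring. Among probes well above background on all 8 arrays the offspring-only counts were 32 in T1 and 50 in T2, and with normexp correction they were 2 and 24. Against both parents without the reference, 69 probes passed in T1 and 128 in T2.

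Of the offspring-only regions, 2 in T1 and 3 in T2 were Type L. In T1 these were the gain on chromosome 3 and the loss on chromosome 15 from 8364201, where the sire and dam were also low at -0.53 and -0.42. In T2 they were a gain of 3 probes on chromosome 14 from 52008939 to 52012105 (0.98 ± 0.29), where the sire measured 0.61, a gain of 2 probes on chromosome 4 from 125244238 to 125245767 (0.56 ± 0.05, and 0.449 with normexp), and a loss of 2 probes on chromosome 13 from 55784168 to 55785704 (-0.66, with both arrays alike, and -0.255 with normexp). In the last 2 the parents lay between -0.14 and 0.15. Most of the single probes with the largest means differed in size between the 2 arrays. In T1 the largest was a gain on chromosome 3 at 102845612, where the reference was not well above background and the signal of T1 was at least 5.94-fold higher on average, but at least 2.27-fold on the first array and at least 15.51-fold on the second. Its log2 ratio was 0.927 with normexp. Without it the ratio was 2.67, taken against a reference not well above background. The next 4, also gains, lay on chromosome 1 at 13828582, chromosome 2 at 15381997, chromosome 15 at 22898054 and chromosome 13 at 56092953. In T2 the largest was a loss on chromosome 5 at 122119422, with -1.12 on the first array and -3.66 on the second, followed by chromosome 15 at 76244811, chromosome 10 at 80324350, chromosome 13 at 55613283 and chromosome 8 at 9703101. At the chromosome 5 probe T2 was well above background on only 1 of the 2 arrays. With normexp that probe measured -1.011 and the chromosome 13 probe -1.026. The reference was not well above background on either array at 2 of the 5 probes in T1 and at 2 of the 5 in T2. Of these, the probe on chromosome 1 was not well above background in T1 either and has no fold, and the signal of T2 was at least 2.15-fold higher on chromosome 15 and at least 1.32-fold higher on chromosome 8. On chromosome 10 T2 was not well above background on either array and the reference was on 1, and no fold is given. With normexp these 4 probes measured 0.066, 0.119, 0.057 and -0.016, so their rank by mean is not evidence of a change.

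Compared directly with the sire, without the reference, the dam differed at 811 probes, higher at 318 and lower at 493. By the single-probe rule alone 741 probes differed with the same sign, while 751 probes passed 0.8 with opposite signs. The 811 probes are therefore not read as a number of true differences between the parents. The 5 regions with the most probes were all lower in the dam. The first 3 were parts of the chromosome 4 segment, with differences of -0.91, -0.95 and -0.97. The next were the loss on chromosome 3 (-1.50) and 3 probes of the chromosome 2 region, where most spots of the dam were not well above background and no size is given. The other 5 pairs of mice differed at 657 to 968 probes. The parents' 4 arrays were scanned on a different day from those of the offspring. The dam and sire, and T1 and T2, were each scanned on the same day, and the pairs within a day differed at 811 and 786 probes.

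Changes of few probes were hard to detect. Planted losses of 1 of 2 copies, set at the response of the X probes, were called in 20.0% to 27.0% of cases with 1 probe, in 62.0% to 71.5% with 2 probes, in at least 88.5% with 4 probes and in 100% with 10 probes. Planted gains of 1 copy on 2 were called in 15.0% to 23.5% of cases with 10 probes. A loss of 1 probe or a gain of 1 copy in these mice could therefore have been missed at these thresholds.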

Values the study reported

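The study reported de novo deletions in 7.1% of the offspring of control sires (11 of 156) and in 20.4% of the offspring of irradiated sires (29 of 142), a 2.9-fold difference. For Type-L deletions it gave 5.1% (8 of 156) and 15.5% (22 of 142). These rates rest on all families of the study after a denser array and quantitative PCR, and no mouse of the 20mGyT family is among those it listed with a de novo change after these steps.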

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

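All tests in this part were chosen after the results had been seen. Among autosomal probes, 7 were called a gain in one mouse and a loss in another, on both arrays of each. The difference was not tested, and 0 of these probes were well above background in all channels of the 8 arrays. On the sex chromosomes and unplaced pieces, which the counts of positive probes leave out, a few probes moved by over 0.5 on both arrays where the sex of the mouse gives no reason. On the Y chromosome the probe at 2006876 measured 0.85 in the sire and 0.81 in T2, a female, against -0.05 in the dam and 0.21 in T1. The neighbouring probe at 2008491 measured 0.54 in T2 and 0.52 in the sire, against 0.01 in the dam and T1. These are the mice that carried the gain on chromosome 4, and the values at 2006876 are nearest to its size. In the sire an X probe at 5018055 measured 1.26, with 0.53 on the lower of the 2 arrays, and a probe on an unplaced piece of chromosome 1 measured 0.62.

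The gain on chromosome 4 in the sire and T2 was weighed against technical explanations. Sire DNA in the T2 sample would bring the Y probes of T2 close to 0 if it carried this gain, but they lay at -1.22. The scan day cannot account for it either, since the dam, scanned with the sire, measured 0.00, and T1, scanned with T2, measured 0.01. A single extra copy on 2 gives at most 0.58, and the sire measured 0.91 with an SD of 0.02. What stays open is passage of a gained segment from the sire to T2, as a hypothesis. A ratio cannot say whether the reference, the dam and T1 carry 2 copies and the sire and T2 4, or 1 copy and 2. A sire with 4 copies, 2 on each chromosome, would pass 1 extra copy to every offspring. The values of 0.01 in T1 and 0.90 in T2 argue against that arrangement.

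The losses shared by the dam and T2 may come from probes that read sequence which males have and females lack, such as copies on the Y chromosome. This needs values near 0 in males, and the median of the 49 probes was 0.04 in T1 and -0.02 in the sire. That value in the sire, scanned with the dam, also argues against the scan day. At 18 of the probes T2 lay below -1 by over 3 times the noise of its mean. As a set, these values argue against a loss of 1 of 2 copies passed on by the dam. That noise was 1 value for all autosomal probes, and the probes were picked as losses in both mice. A probe close to the bound is therefore not settled by this test. At the other 31 probes, on 14 chromosomes, T1 would have received each such loss with a chance of 50%. T1 was not below -0.26 at any of them, and so below the midpoint of -0.42 on 0 of the 14 chromosomes, which allows a share of up to 23.2% (95% exact interval, chromosomes taken as units). Probe sequences were not used here, so the candidate source was not tested by sequence.

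For the signal on chromosome 2 in the sire alone, all 8 spots of the sire's channel on the 2 arrays were well above background. This argues against noise of dim spots in the sire's channel. The region was picked for its high ratio, and 0 of the 8 reference spots were well above background, so the test is weak. Were the sequence missing in the reference mouse alone, the other family members would have such spots too, but only 2 of 8 were well above background in the dam, 2 in T1 and 0 in T2. With normexp correction the sire's value was 0.385. A possible explanation is sequence present in the sire and missing or poorly read in the reference and the other mice, which the sire did not pass on. DNA from outside in the sire's sample was not tested and stays open.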

How the results depend on the processing

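The subtraction of dye bias was chosen after seeing the data, and the other alternatives before. Values are given in the order sire, dam, T1 and T2. Counts stayed within 1.5 times the reported ones with the deposited log2 table, without centring, with outlier spots kept and with the running median subtracted. No count can change sign, and no named region or probe did. X values within 0.03 of 0 changed sign in the sire (-0.026) and T1 (-0.021): with normexp (0.022 and 0.025), and in the sire also among probes well above background (0.013) and without replicate 2 (0.014). The Y value of the sire (0.012) fell to -0.047 without replicate 1. The causes of the changes below were not tested, except that fewer or more probes can pass by construction when a threshold moves, a sign condition is dropped or probes are removed. Fewer can also pass by construction with normexp, which lowered the X values of the females while the thresholds stayed the same.

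With stricter thresholds positive probes numbered 99, 71, 33 and 136, gains 72, 14, 12 and 86, and losses 27, 57, 21 and 50. Type L regions numbered 9, 1 and 0 in the first 3 mice. Offspring-only probes were 32 in T1 and 76 in T2, probes shared with a parent 1 and 60, and dam and sire differed at 307. With looser thresholds positive probes were 729, 640, 618 and 995, gains 393, 270, 272 and 600, losses 336, 370, 346 and 395, and Type L regions 12, 16, 10 and 17. Offspring-only probes were 596 and 822, T1 shared 22 with a parent, and dam and sire differed at 2936. Without the sign condition positive probes were 1060, 1029, 731 and 1621, gains 597, 434, 353 and 749, losses 463, 595, 378 and 872, and Type L regions 46, 51, 39 and 113. Offspring-only probes were 678 and 1422, shared probes 53 and 199, and dam and sire differed at 1764. With the single-probe rule alone Type L regions were 9, 1, 0 and 11, and T2 shared 73 probes with a parent. Regions without gaps gave 9 in the sire and 13 in T2.

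With normexp positive probes were 57, 58, 3 and 121, gains 56, 1, 1 and 64, and losses 1, 57, 2 and 57. Type L regions were 1 in the dam and 1 in T1. Offspring-only probes were 2 and 24, T1 shared 1 probe with a parent, and dam and sire differed at 121. X probes measured 0.52 in the dam, 0.025 in T1 and 0.48 in T2, and Y probes -0.35 in the dam and -0.31 in T2. Array noise was 0.21, 0.23, 0.22 and 0.25. Of the named regions with this correction, the sire's on chromosome 2 measured 0.385 and on chromosome 14 -0.225, the dam's on chromosomes 7, 8, 6 and 16 measured -0.021, -0.106, -0.162 and -0.594, and T2's on chromosome 13 measured -0.255, while the runs of the chromosome 4 segment stayed at 0.80 to 0.92 and the loss on chromosome 3 at -1.32 in the dam and -1.43 in T2. Among probes well above background on all 8 arrays positive probes were 75, 74, 35 and 162, gains 70, 1, 20 and 96, and losses 5, 73, 15 and 66. Type L regions were 3 in the sire and 3 in the dam. Offspring-only probes were 32 and 50, T1 shared 3 with a parent, and dam and sire differed at 263. Y probes measured -0.98 in the dam, 0.064 in T1 and -0.86 in T2. With both parents under 0.3 in size, offspring-only probes were 49 and 62, and without the reference 69 and 128. With dye bias subtracted the dam had 3 Type L regions.

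With each array left out in turn, positive probes ranged from 8529 to 14025 in the sire, 8210 to 16585 in the dam, 7769 to 13142 in T1 and 11939 to 24794 in T2. Gains ranged from 1692 to 9765, 4313 to 6212, 3538 to 5523 and 4998 to 9350. Losses ranged from 4260 to 6837, 1998 to 12272, 2246 to 9604 and 2589 to 19796. Type L regions ranged from 1314 to 2185, 1307 to 3293, 1292 to 2197 and 2123 to 4461. Offspring-only probes ranged from 111 to 13101 in T1 and 151 to 24630 in T2, T1 shared 18 to 41 with a parent, and dam and sire differed at 14406 to 21332. The gene lists were not run, and the running median was not run on X and Y, which hold fewer probes than its window. Signal over background limits the dim probes, which made up most calls in the sire, the dam and T1. No paired analysis was possible because each group is 1 mouse.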

Other observations

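A scan chosen after seeing the data looked for smaller shifts over more probes, in windows of 10 probes whose means passed 0.25 with the same sign on both arrays. It gave 34 segments, of which 9 had a median over probes of at least 0.2 in size in each mouse concerned. On chromosome 8, from 102145812 to 102235206 (89.4 kb, 33 probes), the dam measured 0.28 and T2 0.26, while the sire and T1 lay at 0.02 and -0.02. All 33 probes were above 0 in the dam and 32 were in T2. On chromosome 4, from 78448950 to 78509511 (60.6 kb, 21 probes), the sire measured -0.29 and T1 -0.36, while the dam and T2 lay at 0.01 and 0.04. Neither segment held a Type L region at the thresholds of the study. The first was found in both females and the second in both males. Each of these pairs is also a parent and its offspring, so sex and passage from the parent cannot be told apart. A loss on chromosome 14 from 61796836 to 61822629 (15 probes) was also found in the dam (-0.23) and T2 (-0.29), against -0.09 in the sire and 0.03 in T1. The gain on chromosome 4 of the sire and T2 was found again.

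Of the 9 segments, 2 were found in 1 offspring alone. On chromosome 7, from 36286322 to 36310153, T1 measured 0.28, with 11 of 13 probes above 0, against -0.11 in the sire and 0.08 in the dam. On chromosome 1, from 89465956 to 89482549, T2 measured -0.27, with 9 of 10 probes below 0, against 0.06 and 0.09. They were not tested against chance one by one, and held the fewest probes of the 9.

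All 4 mice differed alike from the reference in other segments. On chromosome 12, from 56200459 to 56235837 (35.4 kb, 22 probes), the sire, dam, T1 and T2 measured 0.28, 0.29, 0.28 and 0.25, and all 22 probes were above 0 in each. On chromosome 14, from 53431231 to 53585398 (32 probes), they measured -0.28, -0.27, -0.28 and -0.28, and a further segment of 375.0 kb from 53594125 to 53969126 measured -0.26, -0.39, -0.32 and -0.33. On chromosome 15, from 8329090 to 8379340 (22 probes), they measured -0.25, -0.25, -0.30 and -0.32, but only 16, 17, 15 and 18 probes were below 0 and the median of the dam was -0.18, so that the segment is not among the 9. It contains the Type L losses of the sire and T1 on that chromosome.

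Arrays with permuted probe order gave a mean of 3.4 such segments in the sire, 8.95 in the dam, 3.3 in T1 and 12.2 in T2, with up to 6, 14, 9 and 17 in single draws, against 11, 13, 12 and 25 found. The dam's number was within that range, and 19 of the 34 segments were found in a single mouse.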
